# MicroRNAs are deeply linked to the emergence of the complex octopus brain

**DOI:** 10.1126/sciadv.add9938

**Published:** 2022-11-25

**Authors:** Grygoriy Zolotarov, Bastian Fromm, Ivano Legnini, Salah Ayoub, Gianluca Polese, Valeria Maselli, Peter J. Chabot, Jakob Vinther, Ruth Styfhals, Eve Seuntjens, Anna Di Cosmo, Kevin J. Peterson, Nikolaus Rajewsky

## Abstract

Soft-bodied cephalopods such as octopuses are exceptionally intelligent invertebrates with a highly complex nervous system that evolved independently from vertebrates. Because of elevated RNA editing in their nervous tissues, we hypothesized that RNA regulation may play a major role in the cognitive success of this group. We thus profiled messenger RNAs and small RNAs in three cephalopod species including 18 tissues of the *Octopus vulgaris*. We show that the major RNA innovation of soft-bodied cephalopods is an expansion of the microRNA (miRNA) gene repertoire. These evolutionarily novel miRNAs were primarily expressed in adult neuronal tissues and during the development and had conserved and thus likely functional target sites. The only comparable miRNA expansions happened, notably, in vertebrates. Thus, we propose that miRNAs are intimately linked to the evolution of complex animal brains.

## INTRODUCTION

Coleoid (soft-bodied) cephalopods (octopuses, squids, and cuttlefishes) have elaborate nervous systems both in terms of size and organization (*1*–*4*). Understanding the molecular mechanisms behind the evolution of the coleoid nervous system thus offers the opportunity to find general molecular design principles behind morphological and behavioral complexity in animals. Octopus (*5*) and squid (*6*) genomes do not show signs of whole-genome duplications, and the intronic architecture, as well as protein-coding content, was found to largely resemble those of other related invertebrates (*7*). Recently, it was shown that coleoids extensively use A-to-I RNA editing (*8*, *9*) mediated by ADAR enzymes (“adenosine deaminases acting on RNAs”) (*10*) to recode their neuronal transcriptomes. Because extensive editing is not abundant in other mollusks including *Nautilus*, a cephalopod and the living sister group of the coleoids with a simpler nervous system, this process has been hypothesized to drive the cognitive success of coleoids (*9*), perhaps by providing a mechanism to expand and regulate the coding repertoire of mRNAs. However, it is difficult to explain the evolution of complex heritable traits by the actions of a single trans-acting factor, and it has been proposed that the editing phenomena in coleoids are mainly nonadaptive [(*11*), but see (*12*)]. Because ADARs interact and regulate many classes of RNAs [for example, the silencing of transposon RNA (*13*), the biogenesis of circular RNAs (circRNAs) (*14*), and defense against viral RNAs (*15*)], we hypothesized that posttranscriptional regulation of RNA in general is potentially linked to the evolution of the complex nervous system of the coleoid cephalopods.

## RESULTS

Thus, we first systematically quantified major modes of posttranscriptional regulation across 18 tissues of adult octopus (Fig. 1, A and B, and tables S1 and S2). For each mode of regulation, we also checked whether A-to-I editing adds complexity to regulation. Briefly (see Supplementary Text for an in-depth presentation), we combined mRNA shotgun and two full-length mRNA sequencing methods [Iso-Seq from PacBio and full-length poly(A) and mRNA sequencing (FLAM-seq) (*16*)] to produce a high-quality dataset of 56,579 mRNA isoforms covering 10,957 reference genes (data file S1). 

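Shotgun sequencing covered poly(A)+ RNA of 17 tissues and rRNA-depleted total RNA of 17 tissues, with 1 library per tissue and RNA selection. Each set holds the 9 neuronal tissues of Fig. 3 (visceral ganglion, optic gland, axial nerve cord, stellate ganglion, vertical lobe, frontal lobe, pedunculate and olfactory lobe, optic lobe and retina) and 8 non-neuronal tissues. The poly(A) set lacks the central heart and the total RNA set lacks the testis. The libraries are not linked to single animals, so tissues serve as the samples of a class, and each p-value on these data measures the spread between tissues and not between animals. The authors aligned the reads and counted them per gene with featureCounts, over the whole span of each gene with its introns, in the annotation of O. sinensis. The deposited values are raw counts for 26592 genes per set. Total counts ranged from 10.74 to 121.1 M per neuronal poly(A) library (median 12.95 M) and from 0.896 to 18.2 M per non-neuronal poly(A) library (median 11.95 M). In total RNA they ranged from 7.59 to 26.5 M in neuronal tissues (median 15.3 M) and from 8.41 to 25.8 M in non-neuronal tissues (median 13.25 M). Neuronal and non-neuronal tissues were compared with edgeR's quasi-likelihood test on counts normalized by TMM, over genes with at least 1 CPM in at least 3 libraries. Human gene symbols were available for 1119 of the genes, from the part of data file S3 at hand. The paper gives that file as its list of conserved miRNA target sites, so these genes are a selected set.

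After each gene was centred on its mean, 11 of the 16 tissues present in both sets had a poly(A) library closest to the total RNA library of the same tissue. The poly(A) library labelled vertical lobe did not: its correlation across genes was -0.353 with total RNA of the vertical lobe and 0.595 with total RNA of the central heart. The poly(A) library labelled visceral ganglion had a correlation of 0.304 with its own tissue and 0.709 with total RNA of the vertical lobe. The poly(A) library labelled skin had a correlation of 0.0850 with total RNA labelled skin and 0.654 with that of the big suckers. Over 34 genes that lay more than 1 log2 unit higher in every neuronal than in every non-neuronal total RNA library considered, the median level in the poly(A) library labelled vertical lobe was 0.77 (log2 CPM), against at least 4.21 in the 7 remaining neuronal poly(A) libraries. Vertical lobe, visceral ganglion and skin were left out when these 34 genes were chosen.

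**Figure D1:**
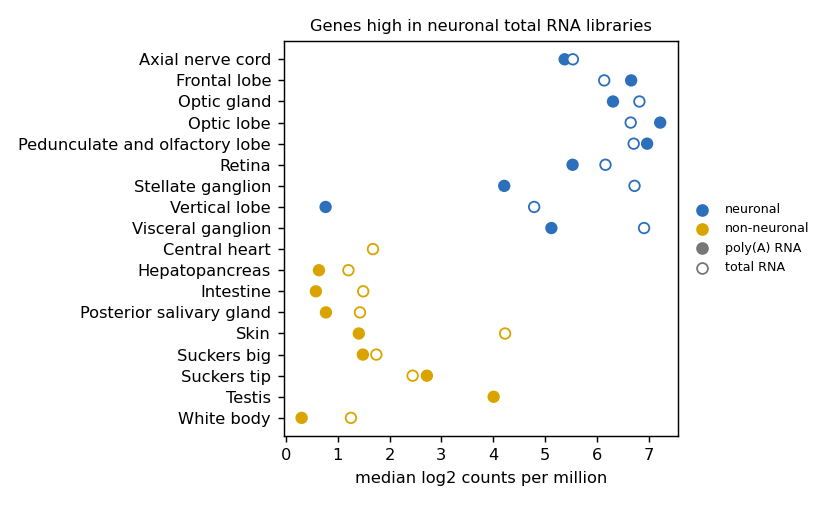
Median level (log2 CPM) of 34 genes higher in neuronal than in non-neuronal total RNA libraries, per tissue, in poly(A) RNA (filled points) and total RNA (open points). The poly(A) library labelled vertical lobe sits at 0.77 and the total RNA library labelled skin at 4.23.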

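For the full-length methods, 7 Iso-Seq libraries and 8 FLAM-seq libraries were made, each from 1 tissue or a pool of tissues: retina with optic lobe, sucker, stellate with visceral ganglia, pedunculate and olfactory lobe, frontal with vertical lobe, axial nerve cord, and a pool of other tissues. FLAM-seq has a further library of testis alone. There are no replicates, so values describe these libraries and no test between tissues was run. FLAM-seq adds an anchor to the 3′ end of each mRNA and reads the whole poly(A) tail, and the authors' pipeline found the tail of each read. The deposited FLAM-seq files give the length and the sequence of each tail but no gene, so lengths are reported over reads. They hold 577776 tails in all, from 5975 in the axial nerve cord to 123331 in the pool, and no tail is shorter than 10 nt. The deposited Iso-Seq files hold transcript models collapsed from the unpolished reads of each library, without a read number per model.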

In both neuronal and non-neuronal tissues, most of the A-to-I editing occurred in the introns and 3′ untranslated regions (3′UTRs) of mRNAs, consistent with the elevated presence of ADAR substrates (hairpin structures) in these regions compared to coding sequences (fig. S1). We found that alternative splicing was highest in neural tissues, as expected, and that A-to-I editing very rarely altered splice sites (fig. S2 and table S3). CircRNAs were expressed at overall low levels, consistent with the reported repression of circRNA biogenesis by ADAR (*14*, *17*). When analyzing polyadenylate [poly(A)] tails with FLAM-seq, we found that poly-A tails from the octopus testes were significantly shorter than in any other tissue and, unexpectedly, contained a high fraction of guanosines, a phenomenon not seen in other species (Supplementary Text and fig. S3). 

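Tails of testis mRNAs were the shortest of the 8 libraries and were rich in guanosine. Their median length was 45 nt (quartiles 33 and 61 nt, 83561 reads). The next shortest were the sucker at 61 nt and the pool of other tissues at 74 nt, followed by the axial nerve cord at 92 nt. The remaining neuronal libraries had medians of 116 nt (retina and optic lobe), 118 nt (stellate and visceral ganglia), 122 nt (frontal and vertical lobe) and 127 nt (pedunculate and olfactory lobe). Testis and the axial nerve cord, the shortest neuronal library, share a sequencing run that the other libraries do not. Within that run testis tails were shorter (45 against 92 nt). Differences in length from the other libraries cannot be told apart from the run. In testis, 61.4% of tails were 50 nt or shorter. Guanosine made up 3.88% of the tail bases in testis and 81.6% of testis tails held at least 1 (exact 95% interval 81.4% to 81.9%). In the pool of other tissues, which by Table S1 covers testis among other organs, it made up 0.524% of bases and was found in 18.9% of tails. In the 6 remaining libraries it made up 0.0297% to 0.0672% of bases, and 3.27% to 5.84% of tails held any.

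Short length alone did not set testis apart in base content, since guanosine made up 3.76% of bases in testis tails of 10 to 50 nt and 4.95% in those of 51 to 100 nt, against 0.0875% and 0.0786% in the sucker. A testis tail with any guanosine held 2.64 on average. Guanosines lay along the whole tail: 4.80% of them were in the first 5 bases as written and 7.49% in the last 5, where an even spread would place 9.01%. Uridine made up 0.356% of testis tail bases. The intervals cover counting error only, and testis has a single FLAM-seq library. From these lengths and base contents the paper concludes that tails in octopus testes are shorter than in the other tissues and carry a high fraction of guanosines.

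**Figure D2:**
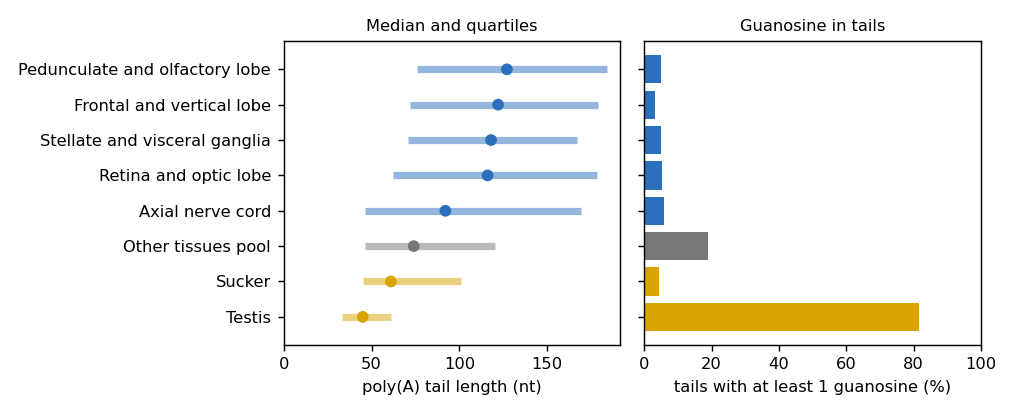
Left, median poly(A) tail length (points) with quartiles (bars) in nt per FLAM-seq library. Right, share of tails with at least 1 guanosine in percent. Neuronal libraries are blue, non-neuronal ones yellow and the mixed pool grey, and testis stands at 45 nt and 81.6%.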

3′UTRs had a median length of around 350-380 nucleotides (nt), longer than in well-studied invertebrate model systems.

**Fig. 1.**
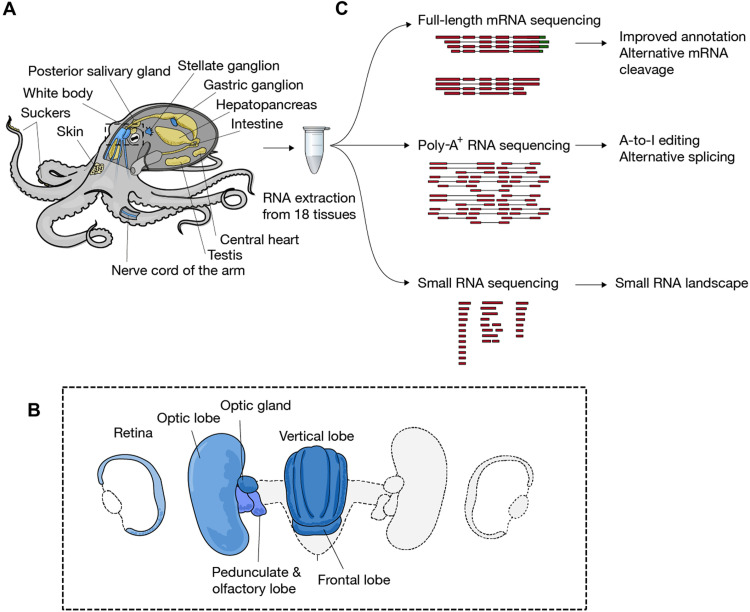
RNA profiling of the common octopus *O. vulgaris*. (**A**) Schematic representation of tissues sampled in the study. Neuronal and non-neuronal tissues are colored in blue and yellow, respectively. Inset (**B**): Brain and surrounding structures. (**C**) Main sequencing methods and computational analyses used in this study.

In summary, the transcriptome of *Octopus vulgaris* does not show major departures from other invertebrates in terms of alternative splicing diversity and rates, as well as in mRNA cleavage and polyadenylation. The most outstanding feature was 3′UTR length, and we thus turned our attention to microRNAs (miRNAs) that are known to bind 3′UTRs with these interactions showing dynamic patterns over evolutionary history (*18*).

### An expansion of the miRNA repertoire in coleoid cephalopods

When annotating miRNAs from small RNA sequencing data, a fundamental problem is the detection of a large number of lowly expressed small RNAs that are likely background products of the miRNA biogenesis pathway without functional importance (*19*). 

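Small RNA of 18 O. vulgaris tissues, 9 neuronal and 9 non-neuronal, was sequenced with both the TruSeq and the SMARTer kit, giving 36 libraries with 1 library per tissue and kit. The tissues are those of the RNA-seq sets, with both the central heart and the testis. The authors quantified mature miRNAs with miRDeep2 and normalized each library to RPM (reads scaled to the same miRNA total), so that each library has the same sum. The deposited table has entries for arms and variants of 158 miRNA genes. Each gene is represented here by its entry with the largest total, and TruSeq libraries are used unless stated. Fold changes come from limma on log2 RPM with a pseudocount of 1, after TMM scaling, over the 153 genes with at least 1 RPM in at least 3 libraries. Tissues serve as the samples of each class.

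The number of miRNA reads behind each library was estimated from the smallest step between its RPM values. TruSeq libraries held 5.77 to 40.3 M in neuronal tissues (median 11.2 M) and 0.332 to 18.3 M in non-neuronal tissues (median 7.69 M). SMARTer libraries held 0.131 to 1.91 M in neuronal tissues (median 0.267 M) and 0.00941 to 0.237 M in non-neuronal tissues (median 0.0911 M). Table S1 of the paper gives raw reads, with a median of 31.04 M over the 18 TruSeq libraries. A read that matches paralogs with the same mature sequence is counted for each of them, so 14 entries share their values with another and are uncertain as single genes, Mir-184-P26 and Mir-184-P27 among them. These repeated counts made up 3.602% to 41.42% of a TruSeq library, the most in the optic lobe. The SMARTer library of 17 of the 18 tissues was closest to the TruSeq library of the same tissue (Spearman correlations across genes of 0.712 to 0.841 with the own tissue), and that of the pedunculate and olfactory lobe was closest to the vertical lobe.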

To focus only on robustly supported miRNA genes, we independently annotated the miRNAs from all 18 *O. vulgaris* tissue datasets, as well as from a whole-body small RNA dataset from a second octopus species, *Octopus bimaculoides*, which split from *O. vulgaris* ~50 million years ago (*20*) (Materials and Methods and Supplementary Text) following standard miRNA annotation criteria (*21*, *22*). To minimize the proliferation of false-positive miRNAs, a novel miRNA in one octopus species had to be present in the second before it was considered a novel miRNA family. With this criterion in place, we identified a total of 164 miRNA genes grouped into 138 miRNA families in *O. vulgaris*, and 162 miRNA genes grouped into the same 138 families in *O. bimaculoides.* We stress that this is likely an underestimate of the number of octopus miRNA genes as our sequencing data are incomplete and we are missing miRNAs that may have evolved during the past 50 million years in one or the other octopus species. However, we recovered 46 of 48 miRNA families expected to be present in octopus given its phylogenetic position (Materials and Methods). 

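The most abundant miRNA genes of the adult tissues differed between the kits. With TruSeq, Mir-10-P3 had the highest mean over the 18 tissues, with a maximum of 396902 RPM in the retina, followed by Mir-10-P2, with a maximum of 226114 RPM in the testis. With SMARTer, Let-7 had the highest mean (178970 RPM), and Mir-10-P3 and Mir-10-P2 had means of 67657 and 2259 RPM. Mir-184-P26 and Mir-184-P27, which cannot be told apart by their mature sequence, reached 411144 RPM each in the TruSeq library of the optic lobe, from the same reads.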

Two families (MIR-1989 and MIR-242) were not found in the expression data or genomes from both octopus species (*6*) and appear to be true losses in this lineage. 

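Neither Mir-1989 nor Mir-242 has an entry in the expression table of the 18 adult tissues, in either kit. The table holds genes of 46 families known from other animals. Since the table lists annotated miRNAs only, it gives no upper limit for reads of these 2 families. The paper reads their absence from expression data and genomes of both octopus species as apparent losses in this lineage.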

In total, 43% (70 of 164) of predicted miRNA genes in *O. vulgaris* could be assigned to known miRNA families described in other animals. 

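The adult expression table holds 65 genes of the 46 families known from other animals, called named families from here on. A further 93 genes belong to 89 families that the study assigned to no known family, and these are called younger miRNA genes. All 93 had reads in at least 1 tissue, and 68 of them (73.1%) reached 100 RPM in at least 1, compared with 63 of the 65 genes of named families (96.9%).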

The remaining 94 genes were assigned to 90 novel miRNA families, none of which co-occur with another novel family on any genomic scaffold (Mirgenedb.org).

To more precisely determine the evolutionary origin of these 90 novel miRNA families, we sequenced a whole-body small RNA library from the bobtail squid *Euprymna scolopes*, as well as searched the recently published *Nautilus* genome (*23*) for miRNA precursor sequences and annotated their respective miRNA complements. Both MIR-1989 and MIR-242 were again not found in the expression data or in the genome of the bobtail squid but was found in the genome of *Nautilus*, and thus, these miRNAs were lost in the coleoid lineage. Of the 90 novel miRNA families identified in octopus, 12 were found in the genome of *Nautilus* and the squid and thus represent the cephalopod miRNA set (Fig. 2A). An additional 43 novel miRNA families are shared between the two octopus species and squid and thus represent miRNA families that emerged in coleoid lineage. Last, an additional 35 miRNA families are restricted to the *Octopus* lineage.

**Fig. 2.**
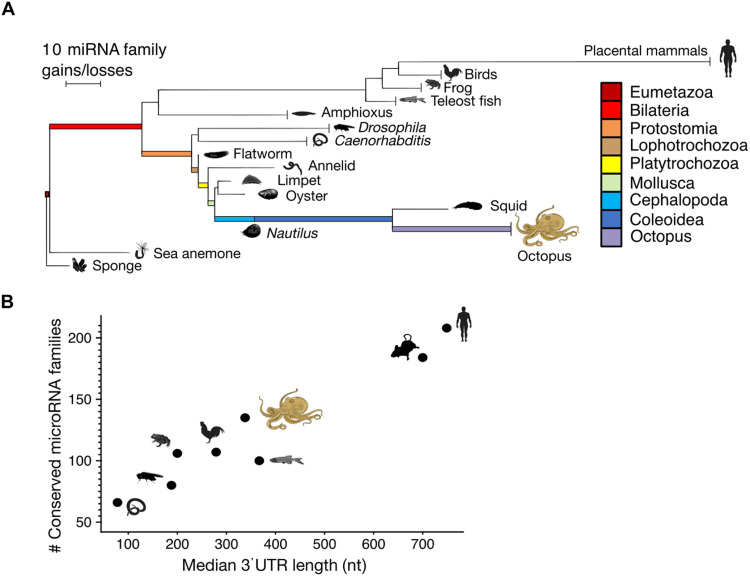
Expansion of the miRNA repertoire in cephalopods. (**A**) Phylogeny of several animal groups with the branch lengths between nodes, or from a node to an extant species, reflecting the gains of miRNA families minus the losses (Materials and Methods). Vertical lines at the end of the branches indicate the shared complement of the indicated taxon as deposited in MirGeneDB (*21*); the other branches lead to single species (sponge: *A.* *queenslandica*; sea anemone: *N. vectensis*; flatworm: *S. mediterranea*; annelid: *C. teleta*; oyster: *C. gigas*; limpet: *L. gigantea*). (**B**) Number of miRNA families (excluding species-specific novel families) versus median 3′UTR length in selected animals. For instance, “Human” represents the number of miRNA families annotated in genus *Homo*. Median lengths of 3′UTRs were computed from genome annotations (Materials and Methods).

This marked expansion of the miRNA gene repertoire leading to the octopus lineage is the largest gain of shared miRNA families known within the invertebrates, and the total number of miRNA families in the octopus genome (138) is on par with that found in vertebrates (minus placental mammals) including chicken (107 families), African clawed frog (106), or zebrafish (100) (Fig. 2A). An evolutionary expansion of the number of miRNAs is generally linked to an expansion in the length of 3′UTRs (*24*), the targets of miRNAs. When using our measured 3′UTR lengths in octopus and graphing the number of conserved miRNAs versus median 3′UTR length for octopus and other species, the octopus data fit nicely into the expected position (Fig. 2B).

### Novel miRNAs are specifically expressed in neural tissues and during development

We next investigated tissue expression patterns of octopus miRNAs as a function of their evolutionary age. 

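Mir-124, listed by Table S5 for the central nervous system of the annelid Platynereis, was higher in neuronal tissues, at 487 ± 290 RPM (SD, n = 9 tissues) against 8.04 ± 10.1 RPM (SD, n = 9) in non-neuronal tissues, a log2 fold change of 4.91 (standard error 0.66, adjusted p = 1.5e-05 from limma). Mir-137 was also higher in neuronal tissues, by a log2 fold change of 3.08 (standard error 0.63, adjusted p = 0.00034 from limma), and had its maximum in the axial nerve cord. Mir-8, listed there for sensory organs, was lower, with 32.09 ± 48.80 RPM in neuronal and 4143 ± 6875 RPM in non-neuronal tissues and its maximum in the intestine (log2 fold change -6.28, standard error 1.34, adjusted p = 0.00045 from limma). Both Mir-216 genes had their maximum in the hepatopancreas and were lower in neuronal tissues, by log2 fold changes of -4.29 (Mir-216-P2j) and -5.03 (Mir-216-P2k). Mir-278 and Mir-252-P1 peaked in the posterior salivary gland, Mir-9 in the skin and Mir-219 in the suckers tip.

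Table S5 lists 19 families, all of them present, with 23 genes in the table. Of these, 3 were higher in neuronal tissues, 10 were lower and 10 did not pass the test. Table S5 names adult tissues for 22 of these genes, and in 20 of them the tissue with the highest TruSeq value was among the named ones. The exceptions were Mir-29-P1, with its maximum in the axial nerve cord, and Mir-1, a miRNA of muscle, with its maximum of 155840 RPM in the retina. In the SMARTer libraries Mir-29-P1 was highest in the frontal lobe and Mir-1 in the suckers tip, both named in Table S5. There Mir-184, highest in the optic lobe with TruSeq, was highest in the optic gland, which the table does not name. The tally is therefore 20 of 22 with either kit. For several genes Table S5 names a whole class, such as broad expression in neuronal tissues, so many tissues would count as a match. Mir-190 matched in this way through the axial nerve cord (12347 RPM), with the white body next (10164 RPM).

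The lists of Table S5 were fixed from the paper before the values were examined, but the study drew its octopus patterns from these libraries, so those are not independent evidence. Among the 10 genes that are neural in Platynereis, 2 were higher (Mir-124 and Mir-137), 2 lower (Mir-9 and Mir-71) and 6 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.93). Among the 5 foregut and gut genes, 4 were lower and none was higher (the same when adjusted over the list alone; camera adjusted p = 0.017, and adjusted p = 0.11 with an estimated correlation). Of the 3 genes of the musculature, both Mir-22 genes were lower and Mir-1 did not pass (camera adjusted p = 0.21). Of the 5 genes of cilia and sensory organs, Mir-29-P1 was higher, Mir-8 and Mir-252-P1 were lower and 2 did not pass (camera adjusted p = 0.93). Of the 9 genes that Table S5 places in non-neuronal octopus tissues, 7 were lower (8 when adjusted over the list alone; camera adjusted p = 0.0019, and adjusted p = 0.11 with an estimated correlation). Of the 7 that it gives as broad in neuronal tissues or in the CNS of octopus, 2 were higher and 5 did not pass (camera adjusted p = 0.37). This list leaves out Mir-153 and both Mir-29 genes, which Table S5 places in particular neuronal tissues. Of those, Mir-29-P1 was higher, while Mir-29-P2 and Mir-153 did not pass. Several of these calls change with the processing. With the SMARTer libraries both Mir-22 genes, Mir-71, Mir-252-P1, Mir-9 and Mir-278 did not pass while Mir-1 was lower (log2 fold change -2.47, adjusted p = 0.0098 from limma) and Mir-29-P2 (2.66) and Mir-34 (3.11) were higher. Without TMM, Mir-22-P2, Mir-71 and Mir-252-P1 did not pass, while Mir-29-P2, Mir-34, Mir-7 and Mir-153 were higher. In that setting 4 of the 7 genes given as broad in neuronal tissues or the CNS were higher, a list without Mir-153 and the Mir-29 genes. The paper states that these deeply conserved miRNAs follow their known tissue patterns.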

Deeply conserved bilaterian miRNAs recapitulated known tissue expression patterns (table S5) (*25*). Most of the cephalopod and coleoid-specific miRNAs were expressed, as expected, at overall lower levels than older miRNAs (fig. S4) (*26*, *27*). However, novel miRNAs were primarily expressed in the nervous tissues of the animal (Fig. 3). 

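Younger miRNA genes were expressed at lower levels than genes of named families. The median over genes of the mean level across the 18 tissues was 117 RPM for the 93 younger genes (quartiles 22.6 and 440 RPM) and 1819 RPM for the 65 genes of named families (quartiles 504 and 7522 RPM). The mean difference was -4.14 on the log2 scale, with a p of 2e-05 from a two-sided permutation test across genes, the smallest that its resamples can give. Genes are not independent replicates, so this p describes the gene set only. In their highest tissue, 11 of the younger genes and 31 of the named ones passed 10000 RPM. The most abundant younger miRNA had a mean of 15023 RPM and a maximum of 74483 RPM in the vertical lobe with TruSeq, and a mean of 136060 RPM with SMARTer. The materials at hand name the cephalopod, coleoid and octopus families in figures and not in a table, so all are 1 group here.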

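Of the 89 younger miRNA genes tested, 41 were higher in neuronal than in non-neuronal tissues, 4 were lower and 44 did not pass the test at an adjusted p under 0.05 from limma (40 higher and 4 lower when adjusted over the list alone). Genes of named families went the other way: of 64 tested, 6 were higher and 39 were lower (6 and 40 when adjusted over the list alone). The median log2 fold change was 1.51 for the younger genes and -2.58 for the named ones. The younger miRNA with the largest increase had a median of 4037 RPM in neuronal and 29.68 RPM in non-neuronal tissues, a log2 fold change of 5.27 (standard error 0.61, adjusted p = 2.5e-06 from limma), with its maximum in the visceral ganglion. The next 5 that also rose with the SMARTer kit had log2 fold changes from 4.37 to 4.85, with maxima in the optic gland, the vertical lobe, the axial nerve cord and the frontal lobe. The 4 younger genes that were lower had log2 fold changes from -2.81 to -4.12. Testis held the maximum of 3 of them and the hepatopancreas that of the other, and 2 of those with a testis maximum did not pass with the SMARTer kit.

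Among the named families, the increases were those of Mir-124, Mir-137, Mir-29-P1, Mir-76 and both Mir-210 genes. Mir-76 rose to a mean of 60637 RPM in neuronal tissues from 2542 RPM elsewhere (log2 fold change 4.00). The largest decreases besides Mir-8 were in Mir-315 (-5.78), Mir-375 (-5.55), Mir-1994-P1 (-5.36), Mir-1994-P2 (-5.33) and Mir-216-P2k (-5.03). The decrease of Mir-315 did not pass with the SMARTer kit (adjusted p = 0.11 from limma).

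As a set, the younger genes were raised relative to the others (camera adjusted p = 1.6e-12, and adjusted p = 0.00070 with an estimated correlation). Tested against no change in place of the other genes, the set was also raised (fry adjusted p = 2.7e-06). Of their reads, the younger genes took 9.60 ± 4.57% (SD, n = 9 tissues) in neuronal and 4.11 ± 2.07% (SD, n = 9) in non-neuronal tissues (difference 5.49 points, exact permutation p = 0.0052, two-sided). The retina, at 3.00%, was the lowest neuronal tissue and lay below the highest non-neuronal one, the central heart at 7.62%. With SMARTer the shares were 28.9 ± 9.38% and 17.9 ± 11.5% (exact permutation p = 0.042). The central heart, at 40.3%, lay there above every neuronal tissue but the visceral ganglion. None of the 3 younger genes with the highest TruSeq means was called higher with either kit (limma). Among them, the gene with its maximum in the testis was lower with TruSeq. The shares therefore include reads of abundant genes that were not higher, and how far these set the difference was not tested. On the deposited scale, without TMM, all genes shift up by a median of 1.17 in place of 0.28 (log2), and the counts are 61 higher and 4 lower for younger genes and 10 higher and 31 lower for named ones. With the SMARTer libraries they are 55 and 2 of 86, and 8 and 16 of 63. From the tissue patterns the paper concludes that the younger miRNAs are expressed mainly in nervous tissues.

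**Figure D3:**
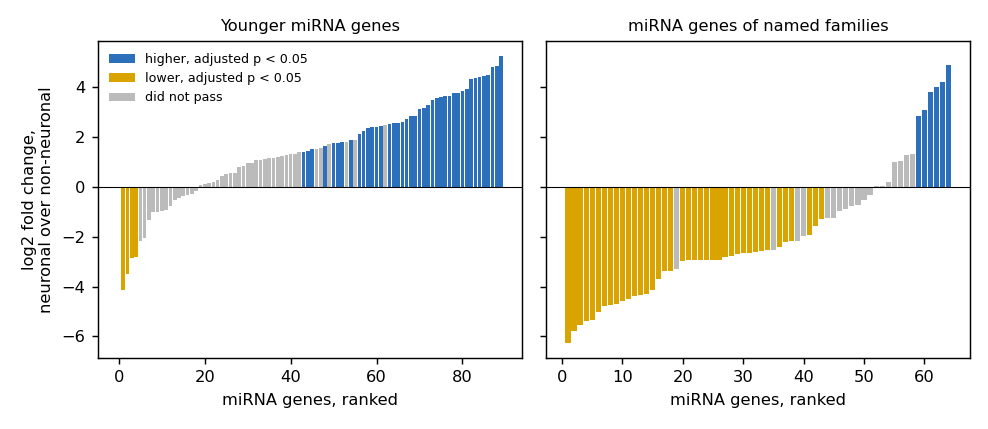
Log2 fold change of each tested miRNA gene between 9 neuronal and 9 non-neuronal tissues, ranked within the younger genes (left, 89) and the genes of named families (right, 64). Blue bars passed an adjusted p of 0.05 upward (41 and 6), yellow bars downward (4 and 39), and grey bars did not pass.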

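Of the 93 younger miRNA genes in the table, 70 (75.3%) had their highest level in a neuronal tissue. Visceral ganglion and optic gland each held the maximum of 16, the axial nerve cord of 13, the frontal lobe of 10 and the vertical lobe of 9. Of the 23 remaining genes, 9 had their maximum in the testis, and none had it in the skin, the suckers tip or the white body. Of the 65 genes of named families, 20 (30.8%) had their maximum in a neuronal tissue, with testis (10 genes) and posterior salivary gland (9) as the most frequent maxima. An exact two-sided binomial test against 9 of 18 tissues gave p = 1.1e-06 for the younger and p = 0.0026 for the named genes. Since genes are not independent, these describe the gene sets. The table does not say which younger genes are of coleoid origin, so all of them are counted.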

Of the 43 miRNAs of coleoid origin, 34 have their maximum of expression in one or more neural tissues. In these tissues, they are expressed, on average, at 13 times higher levels than in non-neuronal tissues (figs. S4, B and C, and S5). 

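For the 70 younger genes with a neuronal maximum, the mean level over neuronal tissues was on average 27.7 times the mean over non-neuronal tissues (SD 75.4 over genes). The average is carried by a few genes: the highest ratio was 582, the median was 6.70 and the geometric mean 9.30. Without the intestine 2 genes have no non-neuronal value left and drop out of the average, and over the 69 others the highest ratio was 185 and the mean 20.4. Ratios were taken per gene from the RPM values as deposited, and every gene had a value above 0 in some non-neuronal tissue.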

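Every neuronal tissue held reads of nearly all 93 younger miRNA genes. With the reads of both kits summed, 97.6 ± 1.59% (SD, n = 9 tissues) of them had at least 1 read per neuronal tissue, from 94.6% in the retina to 100% in the vertical lobe. In non-neuronal tissues it was 86.6 ± 9.48% (SD, n = 9), from 69.9% in the skin to 98.9% in the suckers tip (difference 11.0 points, exact permutation p = 0.0025, two-sided). The pedunculate and olfactory lobe held 97.8%. When at least 10 reads were required, the share was 84.9% in the suckers tip and 91.4% in the pedunculate and olfactory lobe, and the class means were 91.3% and 62.4%. In the SMARTer libraries alone these tissues held 52.7% and 83.9%. By the raw reads of Table S1, summed over both kits, the suckers tip has 34.7 M reads and the pedunculate and olfactory lobe 19.8 M.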

The sampled non-neuronal tissue with the highest coverage (“suckers tip,” 50 million reads; 53.6%) had a lower proportion of captured novel miRNAs than the neuronal tissue with the lowest coverage (“pedunculate and olfactory lobe”, 30 million reads; 57%). Thus, the fact that the novel miRNAs are most specifically expressed in neural tissues is not due to a potential tissue sampling bias (Supplementary Text and fig. S5).

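At equal depth the younger miRNA genes were still captured more often in neuronal tissues. Each TruSeq library was brought to the 0.332 M miRNA reads of the shallowest, the posterior salivary gland, and the expected share of genes with at least 1 read was computed. It was 84.4 ± 4.88% (SD, n = 9 tissues) in neuronal and 65.6 ± 10.3% (SD, n = 9) in non-neuronal tissues, a difference of 18.77 points (exact permutation p = 8.2e-05, two-sided). The highest neuronal value was 92.0% in the axial nerve cord and the lowest 75.1% in the retina, below the 78.3% of testis, the highest non-neuronal value. The white body was the lowest at 45.6%. Genes of named families went the opposite way, with 88.2% in neuronal and 93.8% in non-neuronal tissues, a difference that did not pass (exact permutation p = 0.070). Repeated counts of paralogs make the true depth of every library lower than the estimate used, to a different extent in each. Genes unseen in a shallow library also stay absent from its expected share, and the shallowest libraries are non-neuronal. In the posterior salivary gland, at its own depth, the expected share was 73.3% against 76.3% observed with TruSeq. From the comparison of coverage with captured miRNAs the paper concludes that sampling does not account for the neuronal expression.

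**Figure D4:**
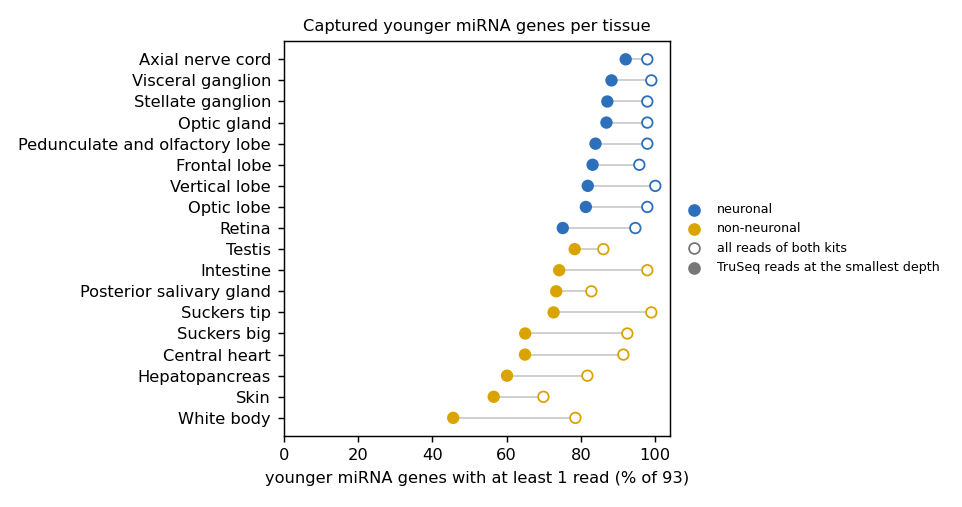
Percent of the 93 younger miRNA genes with at least 1 read per tissue, with all reads of both kits (open points) and expected with TruSeq reads at the smallest depth of 0.332 M reads (filled points). Neuronal tissues are blue and non-neuronal ones yellow, and at equal depth their means are 84.4% and 65.6%.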

**Fig. 3.**
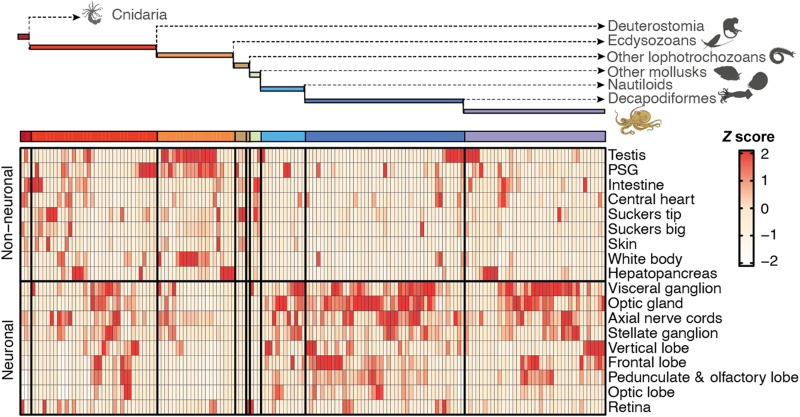
Novel, conserved octopus miRNAs are specifically expressed in neuronal tissues. A simplified phylogenetic tree showing the number of miRNAs that evolved from the time bilaterians split from cnidarians to the last common ancestor of the two considered *Octopus* species. Color code as in Fig. 2. For each miRNA (columns), its expression distribution across tissues (rows) in both neural and non-neural tissues and the corresponding *Z* scores were computed. Columns within each bin were hierarchically clustered on the basis of the *Z* scores (extended version: fig. S3A). PSG, posterior salivary gland.

If these novel miRNAs contributed to the evolution of coleoid brains, then they would be expected to be expressed during neural development. To test this prediction, we profiled small RNA expression at the late stages of *O. vulgaris* development before hatching. Moreover, immediately after hatching, we sequenced small RNAs from whole-body hatchlings and isolated brains (Fig. 4). Novel coleoid miRNAs were robustly expressed during development, and octopus embryos at developmental stage XI had the highest relative proportion (~45%) of an miRNA transcriptome devoted to coleoid miRNAs of all 22 tissues sequenced in this study (fig. S6). Together, our data suggest that novel coleoid miRNAs contribute brain development in octopus.

**Fig. 4.**
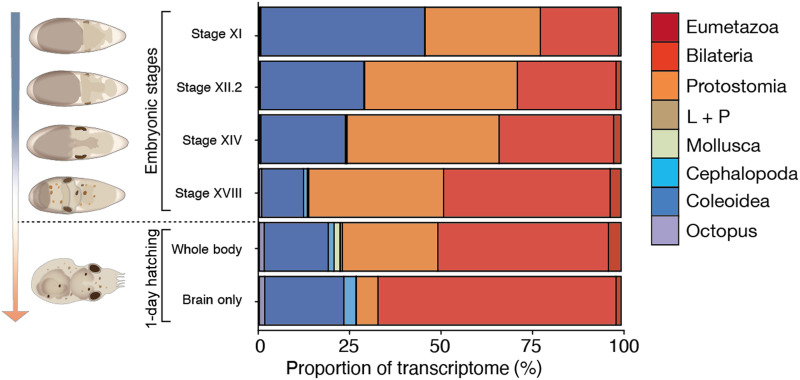
Novel, conserved octopus miRNAs are highly expressed during development. Proportions of miRNA transcriptomes dedicated to miRNAs of different phylogenetic nodes of origin. Samples were obtained by developmental stage of *O. vulgaris* (**65**). These samples cover the organogenic stages of *O. vulgaris* development (stage XI to stage XVIII) when most of the embryonic growth occurs, as well as the whole body and brain of 1-day-old paralarvae when the growth of the larval brain commences. “L + P” refers to the collective miRNAs that evolved in lophotrochzoans and platytrochozoans (see Fig. 2).

### Target sites of novel miRNAs are conserved

If miRNA target sites are conserved across sufficiently large evolutionary distances, then it is likely that these sites are functionally important. Thus, to show that the shared miRNA complement of the two *Octopus* species is functional, we asked whether their target sites are conserved between these two species. To this end, we defined “miRNA response elements” (MREs) as an octamer starting with adenosine, followed by a heptamer Watson-Crick complementary to positions 2 to 8 of the miRNA as these MREs generally mediate the strongest regulatory effect when bound by the respective miRNA (Fig. 5A) (*28*, *29*). Predicted MREs shared between the two octopus species showed higher conservation rates compared to the control 8-mers (Fig. 5B, Materials and Methods, and data file S2). As expected (*30*), this signal disappeared when miRNA: target pairs were not coexpressed (Fig. 5B, Materials and Methods, and data file S2), strongly suggesting that the conservation of MREs is caused by the functional interaction between the miRNA and the MRE in the respective tissues. Last, MREs of phylogenetically younger miRNA families were, on average, less conserved than MREs from older miRNA families (i.e., miRNAs of protostome or bilaterian origin) (Fig. 5C), consistent with their generally lower expression levels and potentially lower selection pressure to maintain their target sites (*31*). Overall, we conclude that the novel octopus miRNAs are functional and exert function, at least in part, by canonical seed-pairing mechanism.

**Fig. 5.**
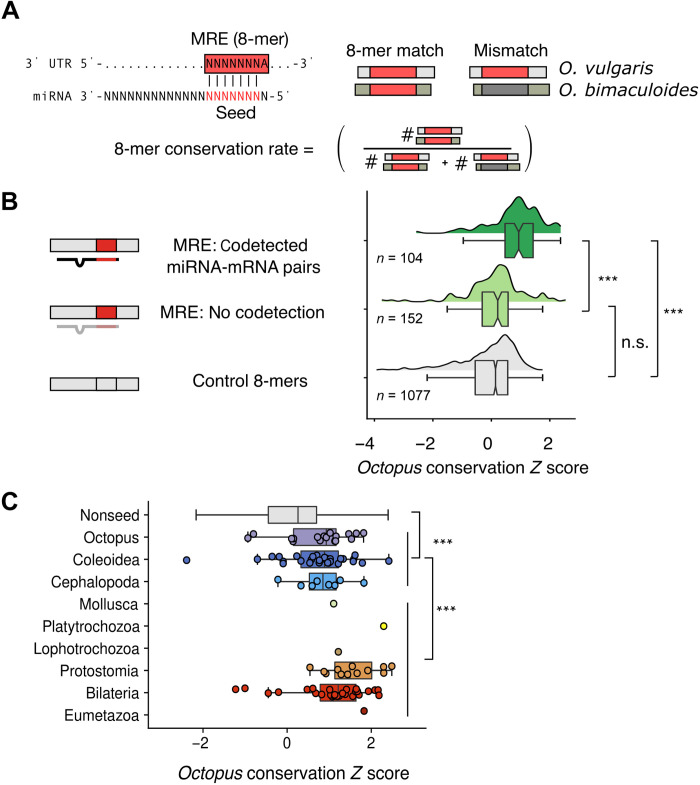
Target sites of novel miRNAs are conserved and coexpressed with the respective miRNA. (**A**) Definition of MREs (or “8-mer”) and their evolutionary conservation. The 8-mer conservation rate is defined as the percentage of occurrences in 3′UTRs, where a particular 8-mer (red) is matched by exactly the same 8-mer at the same position in the aligned orthologous 3′UTR. (**B**) Shown here, for novel octopus miRNAs (conserved between *O.* *vulgaris* and *O.* *bimaculoides*), is the MRE conservation rate in units of a standard *Z* score. Coexpression is defined as an mRNA with an MRE and the respective miRNA codetected in at least one tissue at 10 and 100 counts per million, respectively (Materials and Methods). Coexpressed miRNA-MRE pairs are statistically more highly (*P* < 0.001) conserved than non-coexpressed pairs or control 8-mers which were not related to any MRE in the octopus. (**C**) As expected, MRE conservation rates are higher for evolutionarily older miRNA families. In (B) and (C), statistical significances: Mann-Whitney *U* test with Bonferroni correction for multiple hypothesis testing (n.s., *P* > 0.05 and ***P < 0.001).

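At these limits, 131 of the 158 miRNA genes (68 younger ones and 63 of named families) and 12897 of the 26592 mRNA genes could take part in a codetected pair. Younger miRNA genes at 100 RPM or more were found mostly in neuronal tissues, with 41.6 ± 6.71 genes (SD, n = 9 tissues) against 19.8 ± 5.65 (SD, n = 9) in non-neuronal tissues (exact permutation p = 8.2e-05, two-sided). The visceral ganglion held 50 and the white body 12. Genes of named families did not differ detectably, with 43.1 and 45.9 genes per tissue (exact permutation p = 0.32). For mRNA, 6949 ± 1159 genes (SD, n = 9) reached 10 CPM in neuronal and 5774 ± 1024 (SD, n = 8) in non-neuronal tissues (exact permutation p = 0.046). Adjusted together by Benjamini-Hochberg, these exact p-values are 0.00025, 0.32 and 0.069, in the order given, so the mRNA difference does not pass. The poly(A) library labelled vertical lobe, whose genes do not resemble total RNA of that tissue, is among the neuronal ones. The miRNA limits were applied to RPM values of the TruSeq libraries, and the mRNA limits to CPM computed from the poly(A) counts.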

### In octopus, A-to-I editing is decoupled from miRNA function

We asked whether A-to-I editing is potentially modulating miRNA function in the octopus. This could occur by (i) editing the miRNAs themselves and/or (ii) editing miRNA target sites in 3′UTRs (destroying or creating them). Briefly, we found no evidence for any functionally important editing of miRNAs (Supplementary Text). We could detect only five miRNAs with an estimated A-to-I editing frequency in the seed sequence above 1% (but never more than 4.8%) (fig. S7 and Materials and Methods). Similarly, we found that A-to-I editing events with the potential to destroy miRNA target sites (MREs) happen rarely. Of 10,053 MREs conserved between the two octopus species and having sufficient RNA sequencing (RNA-seq) coverage, only 39 (0.3%) harbored editing events (Materials and Methods and Supplementary Text). Last, we found no higher conservation for 8-mers potentially becoming an MRE by A-to-I editing compared to control sequences (fig. S8 and Supplementary Text). This suggests that de novo creation of MREs or disruption of existing MREs by editing is, if existent, a rare phenomenon.

## DISCUSSION

Coleoid cephalopods are unusual among invertebrates in having a nervous system comparable to the central nervous system of vertebrates, at least in terms of the neuronal number and anatomical specialization (*3*) and hence in terms of its complexity (*32*, *33*). Nonetheless, the complexity of the coleoid nervous system belies the generality of its protein-encoding genomic content, in particular its set of transcription factors (table S2). Aside from independent expansions of the C2H2 zinc finger–encoding and protocadherin-encoding genes in the squid and octopus lineages, the octopus has a canonical repertoire of transcription factors similar to other lophotrochozoans (*5*, *6*). Coupling this generalized protein-encoding repertoire with the reported elevated rates of A-to-I editing in coleoid neural tissues (*8*, *9*) led us to hypothesize that RNA regulation in general might be involved in driving an apparent increase in the complexity of the coleoid nervous system. Our data and analyses argue that in terms of alternative splicing diversity and rates (including back-splicing that generates circRNAs), as well as mRNA cleavage and polyadenylation patterns, there is no major departure from other invertebrates. Further, we find no evidence for substantial editing in miRNA seed sequences nor in potential target sites either in the abrogation of a genetically encoded site or in the creation of a newly relevant site (figs. S7 and S8). Furthermore, a recent study in *O. bimaculoides* and squid *Doryteuthis pealeii* reports no enrichment of A-to-I editing in any particular protein domain genome-wide with the vast majority of editing events found outside of coding regions (*34*). Of course, A-to-I editing may still be functionally important in individual cases (*35*), but the main function of this process in coleoids remains elusive.

On the other hand, a clear distinction in RNA regulation between coleoid cephalopods and all other known invertebrates is reflected in the marked expansion of their miRNA repertoire. The conservation of more than 50 miRNA loci in both the squid and octopus lineages since they diverged from one another nearly 300 million years ago (*20*) coupled with the 3′UTR (Fig. 2B), miRNA expression (Figs. 3 and 4), and target site (Fig. 5) analyses discussed above all strongly suggest that these miRNAs are functionally important during the development of the coleoid nervous system. In stark contrast to *Octopus* that evolved 90 novel miRNA families since its last common ancestor with the oyster *Crassosstrea*, the genus *Crassostrea* evolved only five novel miRNA families over the same span of geological time (*36*) as assessed through comparable levels and samples of small RNA sequencing data. Like in virtually all other increases to a miRNA repertoire, both the source and evolutionary pressures for the rise of these novel miRNA loci are not known; whole-genome duplications can be ruled out (*5*, *6*), and scenarios may apply where novel miRNAs arise from the extensive genomic reorganizations found in coleoid taxa (*5*, *37*). Whatever their source, once under selection, miRNAs in general are believed to improve the robustness of the developmental processes (*38*–*42*), increasing the heritability of the interaction (*43*–*45*), which might then allow for the evolution of new cell types (*46*) and ultimately morphological and behavior complexity (*32*, *47*). With respect to the development of the nervous system, we note that at least in vertebrates, miRNAs are known to have highly complex expression patterns with, for example, miRNA transcripts localized to the synapse and modulating their function (**48**). Although it remains to be seen whether these types of pathways operate in coleoids, the notable explosion of the miRNA gene repertoire in coleoid cephalopods may indicate that miRNAs and, perhaps, their specialized neuronal functions are deeply linked and possibly required for the emergence of complex brains in animals.

## MATERIALS AND METHODS

### Tissue dissection and RNA extraction

Adult specimens of *O. vulgaris* (body weight of 800 ± 50 g, mean ± SD) were collected from the Bay of Naples (Italy) and transferred to the Department of Biology, University of Naples Federico II (Italy). The research was approved following the European Directive 2010/63 EU L276, the Italian DL. 4/03/2014, no. 26, and the ethical principles of Reduction, Refinement, and Replacement (project no. 608/2016-PR-17/06/2016; protocol no. DGSAF 0022292-P-03/10/2017). Samples (*n* = 8) were anesthetized by isoflurane insufflation (*49*), and tissues were dissected under sterile conditions following institutional guidelines. Tissues selected were as follows: axial nerve cords, central heart, vertical and frontal lobes, hepatopancreas, ink sac, intestine, optic gland, optic lobe, testes, pedunculate lobe and olfactory lobe, posterior salivary glands, retina, skin, stellate ganglion, suckers at the base and the tip of the arm, visceral (gastric) ganglion, and white body.

Collected samples were snap-frozen in liquid nitrogen and immediately put in TRIzol and then stored at −80°C. The RNA has been extracted from the tissues using Direct-zol^TM^ RNA/Miniprep (Zymo Research), following the manufacturer’s protocol. The quality of RNA has been accessed with Bioanalyzer and only samples with intact RNA have been kept for library preparation.

A juvenile individual of *O. bimaculoides* (mantle size, ~ 2.5 cm) was obtained from the National Resource Centre for Cephalopods (Galveston, Texas) on 24 September 2009. The specimen was shipped alive to Dartmouth College. The specimen was euthanized immediately by submersion directly into liquid nitrogen in a large mortar held in an ice bucket filled with dry ice. When completely frozen after a few minutes, it was homogenized into a powder using a pestle. About 5 g of homogenized powder was transferred to a 50-ml Oak Ridge screw cap centrifuge tube and mixed with TRIzol for total RNA extraction using the standard protocol with glycogen added during the precipitation step (Invitrogen, Carlsbad).

Strings of eggs of *O. vulgaris* were obtained from the Instituto Español de Oceanografía (Tenerife, Spain). Embryos were incubated in a standalone system at KU Leuven, Belgium and collected at different developmental time points (St XI, XII.2, XIV, XVIII, and 1-day-old paralarvae). Embryos were dechorionated and the yolk was removed. Paralarval brains were dissected as described before (**46**). RNA was extracted from a pool of embryos or brains using Tri-reagent (Invitrogen) and the Qiagen Micro kit (Qiagen). All experiments involving hatchlings were approved by the ethical committee (permit P080/2021).

### Poly-A^+^ mRNA library preparation and sequencing

Poly(A)^+^ RNA-seq libraries were prepared using the TruSeq Stranded mRNA Kit (Illumina) according to the manufacturer’s instructions. Libraries were sequenced on a NextSeq 500 device at 1 × 76 cycles.

### Total RNA library preparation and sequencing

Three hundred nanograms of total RNA per sample was first depleted of ribosomal RNA (rRNA) using the RiboCop rRNA Depletion Kit (Lexogen, #144) according to the manufacturer’s instructions. The rRNA-depleted samples were then processed with the TruSeq mRNA stranded kit from Illumina. Libraries were then sequenced on a NextSeq 500 device at 2 × 76 cycles (paired end).

### Full-length mRNA library preparation and sequencing

Two full-length mRNA sequencing approaches used in this study have their own strengths and weaknesses and thus are complementary. In particular, FLAM-seq is biased toward shorter molecules, generating libraries of 1.5-kbp median length. Iso-Seq, on the other hand, is susceptible to internal priming. These artifacts arise when oligo-dT primer aligns to an A-rich sequence inside mRNA instead of a poly(A) tail. The sequencing reads arising in result appear truncated from the 3′ end and may be misinterpreted as alternative isoforms. FLAM-seq is insensitive to such an artifact as it replaces oligo-dT priming with oligo-dC priming onto an enzymatically added 3′ guanosine/inosine anchor, and thus, the sequenced mRNAs include the entire, nontemplated poly(A) tail, which flags a detected mRNA 3′ end as bona fide. To produce a comprehensive annotation of the *O. vulgaris* transcriptome, we therefore combined FLAM-seq with Iso-Seq, with the addition of a size-selection step for enriching long transcripts that are underrepresented in FLAM-seq data. We reasoned that this strategy would combine the capacity of Iso-Seq to generate extremely long complementary DNA molecules with the high accuracy of FLAM-seq in retrieving bona fide 3′ ends of mRNA. For FLAM-seq library generation, the following detailed protocol was first applied to 4 μg of RNA from hepatopancreas: https://protocolexchange.researchsquare.com/article/pex-398/v1. On this sample, 16, 18, 20, or 22 polymerase chain reaction (PCR) cycles were performed. The library profiles were checked on a bioanalyzer high-sensitivity DNA assay and concluded that 20 cycles yielded the best result in terms of library size and quantity. The complete protocol with 20 PCR cycles was therefore applied to 4 μg of the six samples listed in table S1, and the generated libraries were barcoded at the SMRTbell adapter ligation step and multiplexed on six Sequel SMRTcells in total.

For Iso-Seq, the Iso-Seq Express 2.0 workflow (PacBio) was applied to 500 ng of RNA from each of the six samples listed in table S1, using barcoded PCR primers for 14 cycles of PCR amplification, and performing size selection after amplification with ProNex beads (Promega #NG2001), to enrich transcripts larger than 3 kb. Iso-Seq libraries were then also multiplexed and sequenced on six Sequel SMRTcells in total. As indicated in table S1, an additional FLAM-seq library and Iso-Seq library were generated in a second instance and again sequenced on one SMRTcell.

### Processing of PacBio SMRT data

To obtain full-length nonchimeric reads (FLNCs) from Iso-Seq sequencing data, isoseq3 pipeline (https://github.com/PacificBiosciences/IsoSeq) has been used without a polishing step. We decided to skip a polishing step to increase the sensitivity for low-abundance transcripts. To obtain FLNC equivalents from FLAM-seq data, FLAMAnalysis pipeline has been used (*16*). In brief, the sequencing reads have been mapped to the genome using STARlong aligner (*50*) using default parameters. Next, poly(A) tails have been identified and trimmed from each read. We have used the resulting reads as an input for the next step.

### Isoform reconstruction from FLNC reads

For Iso-Seq, FLNC reads have been mapped to the *Octopus sinensis* genome using minimap2 (*51*):

minimap2 -ax splice:hq -t {threads} -uf --secondary = no -C5 {params.genome} {input} > {output}.

Next, the putative transcripts have been assembled for each tissue using TAMA Collapse (*52*):

python tama_collapse.py -s {input} -f {genome} -x no_cap -e common_ends -c 99 -i 85 -a 10 -m 10 -z 20 -sjt 10 -lde 5 -log {params.log}.

FLAM-seq reads from FLAMAnalysis pipeline have been mapped to the genome with minimap2 using the same settings as above. As FLAM-seq provides precise resolution of the cleavage sites, TAMA Collapse has been used with a lower “three_prime_threshold” of 20 bp and a five prime threshold has been increased to 1000 bp, effectively leading to a collapse of all reads mapping to the same cleavage site in the genome.

Isoforms from individual libraries have been merged with TAMA merge:

tama_merge.py -m 10 -e common_ends -f {merge_file} -z 50 -a 10 -p {out_prefix} -d merge_dup

The merging resulted in 301,270 transcript models (86,394 if using previously polished models). 

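The deposited Iso-Seq models, one set per library before merging, number 361984 over the 7 libraries. The frontal and vertical lobe library held the most, 75754 models at 25458 loci, followed by stellate and visceral ganglia (67697), pedunculate and olfactory lobe (66543) and retina and optic lobe (63036). The sucker (30668), the pool of other tissues (30142) and the axial nerve cord (28144 models at 8109 loci) held fewer. Models per locus ranged from 2.72 in the pool to 3.47 in the axial nerve cord, and the share of models with several exons from 68.1% to 87.6%. The median length of a model was 2500 to 3250 nt. At an equal 28144 models per library the range of models per locus was 2.07 to 3.47. Each tissue or pool has a single library, so no difference between them was tested.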

In the merge file, higher weight has been given for FLAM-seq isoforms in determining 3′ end positions of the isoforms, and, conversely, higher weight has been given to Iso-Seq–derived isoforms in determining 5′ ends of the transcripts.

SQANTI2 tool (*53*) has been used to classify obtained isoforms with respect to the existing *O. sinensis* genome annotation:

python squanti2.py --skipORF --gtf --geneid --polyA_motif_list {polya_list} -t {threads} -n {params.chunks} -d {params.sqanti2

_out} -e {input.exp.} -c {splice} {isoforms_gtf} {genome_annotation} {genome_fasta}

Most of the isoforms supported by Iso-Seq data displayed elevated proportion of adenosines in the downstream genomic sequence, thus suggesting their probable origin due to internal priming.

Putative models have been filtered using the following criteria:

1) All transcripts with putative reverse template switch artifacts (as defined by SQANTI2) have been filtered out.

2) Full-splice match (FSM) transcripts have been retained only if the 3′ end was reliable (<6 A’s in 10-bp downstream genomic sequence).

3) Non-FSM transcripts have been retained only if:

a) 3′ end was reliable: Either polyadenylation signal (PAS) present or <6 A’s downstream.

b) Noncanonical junctions were supported by at least five uniquely mapping reads.

c) At least two reads were compatible with the isoform across all tissues.

4) Fusion transcripts have been removed from the annotation entirely.

5) Intergenic transcripts have been retained only if:

a) There was an open reading frame ≥ 100 GAA predicted.

b) The model was supported by at least five reads.

c) The model was supported by conventional RNA-seq reads.

d) The model was multi-exonic.

e) 3′ end was reliable (>6 A’s in 10-bp downstream sequence).

f) Passing splice junction support (vis above).

6) All antisense transcripts have been filtered.

7) Last, novel genes have been considered only if at least one of the associated transcripts:

a) Is multi-exonic.

b) Has splice junctions that are supported (vis above).

c) Is supported by either FLAM-seq method only or both.

d) Is supported by conventional short-read RNA-seq.

This filtering resulted in 59,579 mRNA isoforms associated with 10,957 reference genes.

These isoforms have been added to original *O. sinensis* genome annotation (GCF_006345805.1_ASM634580v1). All the original isoforms with FSM isoforms from the newly predicted set have been removed. The genome annotation is available as data file S1.

### Annotation of alternative splicing events

A Bioconductor SplicingGraphs (v 1.26.1; https://bioconductor.org/packages/release/bioc/html/SplicingGraphs.html) package has been used to count types of the alternative splicing events in the genome annotation obtained above by constructing and parsing splice graphs at each genomic locus as described in package vignette (https://bioconductor.org/packages/release/bioc/vignettes/SplicingGraphs/inst/doc/SplicingGraphs.pdf).

### Editing-generated splice sites

RNA-seq data from representative protostome animals (* Octopus bimaculoides* PRJNA285380, *Nautilus pompilius* PRJNA614552, *Crassostrea gigas* PRJNA146329, and *Capitella teleta* PRJNA379706) to corresponding genomes using STAR aligner (*50*) with the following parameters:

--alignIntronMin 20 --alignIntronMax 1000000 --alignSJoverhangMin 8

To make the datasets comparable, all sequencing reads have been trimmed to 50 bp and mapped to the respective genomes. The catalogs of splice sites provided by STAR aligner have been used to count the types of splice sites according to the intronic sequence.

To compare alternative splicing rates across different tissues, we have used approach from previous comparative studies of alternative splicing (*54*, *55*).

### Exon-skipping rates

Nonredundant exon triplets were extracted from the genome annotation .gff files using custom Python scripts. For each such triplet, three junctions were generated by concatenating to 42 bp from the upstream and downstream exons:

1) Exon1-exon2 (E1E2).

2) Exon2-exon3 (E2E3).

3) Exon2-exon3 (E1E3 an exon-skipping event).

An effective mappability of each junction has been calculated by extracting 50-mers (max, 35) and mapping them back using bowtie to the set of all junctions. Only the triplets with all three junctions having mappability ≥20 have been kept for the downstream analysis. In the following analysis, the number of reads mapping to the junction has been adjusted by multiplying the read counts by 35/[effective mappability]. For the exon-skipping rate (rES) analysis, only the reads not mapping to the genome have been used (i.e., those reads unmappable to the reference genome with bowtie). rES was then defined for each triplet as follows

$$\frac{N_{E1E3}}{(N_{E1E2}+N_{E2E3})/2+N_{E1E3}}$$

where *N_i_* represents mappability adjusted number of reads mapping to a junction *i*.

### Intron retention rates

Intron retention rates (rIRs) have been computed in a similar way but for the triplets consisting of the first bracketing exon (E1), intron (I), and the second bracketing exon (E2). rIR was then defined for each triplet as follows

$$\frac{N_{E1I}+N_{IE2}/2}{(N_{E1I}+N_{IE2})/2+N_{E1E2}}$$

### ES (IR) rate comparison across tissues

For every tissue, the triplets having at least five mapping reads to the major junctions (E1E2 + E2E2 for ES; E1I + IE2 for IR) and a minimal mappability of all three junctions have been retained. Then, 1000 triplets from this set have been chosen randomly and exactly 25,000 reads have been mapped to the junctions. Then, the rES (rIR) rate were determined as described above. This approach has been repeated 100 times for every tissue in the dataset.

### Annotation of circRNAs

FindCirc2 (https://github.com/rajewsky-lab/find_circ2) (*56*) has been used to annotate circRNAs from the total RNA-seq data. Putative circRNA predictions have been rigorously filtered to ensure high evidence of the backsplice junctions without any other explanations for the read mapping (such as trans-splicing events):

WARN_OTHER_CHROM_MATE==0 and WARN_OUTSIDE_SPLICE_JUNCTION==0 and SUPPORT_INSIDE_MATE>=5 and WARN_OUTSIDE_MATE<5 and WARN_OUTSIDE_SPLICE_JUNCTION==0 and WARN_UNRESOLVED_EXTRA_ BACKSPLICE==0 and WARN_UNRESOLVED_LINSPLICE==0.

Last, only back-splice junctions corresponding to known splice donor and acceptor sites have been kept.

### 3′UTR annotation with FLAM-seq

To annotate 3′UTRs in the octopus genome, we have used FLAM-seq data as this method avoids artifacts caused by internal priming. Each FLAM-seq read comes from an individual mRNA molecule (FLAM-seq uses unique molecule identifiers) and contains its full sequence and the sequence of the poly(A) tail. First, the reads were processed by a FLAMAnalysis pipeline (https://github.com/rajewsky-lab/FLAMAnalysis) to estimate the start position of a poly(A) tail and trim it from the sequence. Next, the resulting reads have been mapped to the genome using minimap2 (v 2.17-r941) using the parameters “--cs -ax splice:hq -uf --secondary=no -C5”, and the 3′-most position of each read has been recorded, generating ~110,000 initial putative cleavage sites. The tags closer that 20 base pairs have been merged, and their counts have been assigned to the most implicated site in the cluster. Then, the clusters were merged if separated by less than 40 nt (fig. S3A). Some genes may be missing from a genome annotation. To prevent sampling from these genes, which would induce misassignment of the FLAM-seq tags, we kept putative cleavage sites only if:

1) There is a continuous short RNA-seq coverage of at least five reads from the FLAM-seq tag to a stop codon of an upstream gene, or

2) At least one read assigned to the cluster overlaps the stop codon of the gene the cluster is assigned to.

A total of 40,949 putative cleavage sites have passed the filtering above and were included in the final dataset. This final set of cleavage sites contains 16,573 FLAM-seq clusters assigned to 7593 genes (fig. S3A).

### Sequence profiles around cleavage sites

The sequence compositions around cleavage sites for *Drosophila melanogaster* and *C. elegans* (fig. S3C) were obtained by extracting the regions around 3′ ends of gene models (both *D. melanogaster* and *C. elegans* genome annotations were obtained from Ensembl Metazoa; *C. elegans* genome assembly WBcel235; *D. melanogaster* genome assembly BDGP6.32).

### Polyadenylation signals

To determine PASs in the 3′UTRs, we queried the sequence upstream of the cleavage sites (50 nt) for a presence of PASs described in other metazoans. In cases of multiple PASs occurring in the sequence, the one that is more abundant in the whole dataset has been selected.

### 3′UTR and poly(A) length and composition in the tissues

For each gene, a mean distance from the FLAM-seq tags to the annotated stop codon has been computed with pooling FLAMseq reads from all tissues. The genes have been grouped on the basis of tissue expression pattern (whether the gene shows enriched expression in the nervous tissues) and on the basis of whether or not multiple 3′UTRs have been detected.

### A-to-I editing detection

To call editing events, short-read RNA-seq data generated in this study were mapped to the genome with STAR aligner (*50*). Alignment files were filtered to retain only uniquely mapping reads. The mismatches between the genome assembly and the alignments were called with bcftools (*57*). The same approach was used for DNA sequencing (DNA-seq) data from an *O. vulgaris* genome assembly project (*58*). Variants occurring in RNA-seq data but not in DNA-seq have been retrieved with bcftools isec. All genomic loci with more than 10 mapping reads of which at least 3 contain guanosine instead of adenosine were considered editing sites. This approach led to identification of 68,338 putative editing sites.

### A-to-I editing index

Editing index has been computed as described in (*59*). Briefly, for every genomic feature, the total numbers of adenosines and guanosines sequenced at all positions with reference A’s were determined. Then, an editing index was computed as the number of guanosines divided by a total number of sequenced adenosines.

### Small RNA library preparation and sequencing

#### O. vulgaris

Small RNA sequencing libraries were prepared using two different kits: The first one is SMARTer smRNA-Seq kit for Illumina from Clontech according to the manufacturer’s instruction using 10 ng of total RNA; the libraries were pooled together with 20% phix and sequenced on the NextSeq 500, 1 × 51. The second kit is the TruSeq Small RNA Kit from (Illumina). The libraries were prepared according to the manufacturer’s instruction using between 100 and 1000 ng of total RNA, and the libraries were pooled together and sequenced on the NextSeq 500, 1 × 51.

#### O. bimaculoides and E. scolopes

Small RNA libraries prepared at the Yale University School of Medicine W. M. Keck facility using standard manufacturers’ protocol and sequenced on the Illumina Genome Analyzer II platform loaded onto a single lane.

#### *O. vulgaris* (developmental stages)

The sequencing libraries have been prepared using SMARTer smRNA-Seq kit for Illumina from Clontech according to the manufacturer’s instructions.

#### Quality control and expression quantification

The quality control of the sequencing data has been performed using miRTrace software (v 1.0.1, https://github.com/friedlanderlab/mirtrace) (*60*). MirTrace QC files are available as a part of the Supplementary Materials. MiRDeep2 tool v2.0.1.2 was used to quantify miRNA expression in the tissues.

### miRNA annotation

In general, we followed the annotation procedures described in (*22*). For conserved miRNA discovery, we used MirMachine (https://github.com/sinanugur/MirMachine). Briefly, covariance models for each conserved miRNA family in MirGeneDB (*21*) were searched in the genomes of *O. vulgaris* and *O. bimaculoides*, the bobtail squid *E. scolopes*, and *N. pompilius*. After this, for *Octopus* species and squid (but not the *Nautilus*) species, specific and quality-filtered miRNA sequencing datasets were pooled and used in MirMiner (*61*) for novel miRNA gene discovery in each species. Conserved and novel predictions were compared across cephalopods and other mollusk species in MirGeneDB. Annotation of miRNA families, genes, and paralogs was conducted using synteny and orthology information combined with sequence comparison (with emphasis on seed regions) as described (*21*, *22*).

### miRNA editing analysis

To detect A-to-I editing events in the miRNAs, small RNA sequencing data have been mapped to predicted mature sequences with bowtie aligner allowing maximum two mismatches and no multimapping reads.

Resulting alignment (.bam) files have been processed with a custom Python script to return base counts at every position of the reference. Then, for the reference positions with adenosines having sufficient coverage (more than 10 reads), the proportion of guanosines has been computed. For fig. S7A, the maximum such proportion in miRNA seed (position second-eighth) has been plotted with ComplexHeatmap R package (**62**).

### Alignment of orthologous 3′UTRs

A total of 11,361 one-to-one ortholog pairs between *O. sinensis* and *O. bimaculoides* have been identified using OrthoFinder2 (**63**) with default parameters and proteomes of 17 other representative metazoans (*A. californica*, *B.glabrata*, *B. floridae*, *C. teleta*, *C.intestinalis*, *C. gigas*, *E. scolopes*, *H. sapiens*, *L. anatina*, *L. gigantea*, *M. musculus*, *N. pompilius*, *N. vectensis*, *O. minor*, *P. fucata*, *S. kowalewskii*, and *S. purpuratus*). Then, the coding sequences from *O. sinensis* have been aligned to the genome of *O. bimaculoides* using GMAP (--cross-species, --min-identity = 0.6) (*64*). The alignments have been filtered to include only the cases, where the best alignment for a transcript was the alignment to a corresponding ortholog and where the end of CDS has been aligned precisely to the stop codon of the reference genome. This filtering has resulted in 7,969 alignments. Next, the genomic sequence downstream of the alignment has been extracted. Last, each pair of sequences corresponding to the orthologous 3′UTRs has been aligned with Clustal Omega (**65**) using default parameters.

### *K*-mer conservation scores

The “conservation score” between two *Octopus* species has been then obtained by computing the fraction of cases where a *k*-mer in reference (*O. sinensis*) is matched exactly by the *k*-mer in the query (*O. bimaculoides*) for every distinct *k*-mer. For the analysis, we kept only *k*-mers present at least 10 times in the alignments, and each *k*-mer match has been considered independently (i.e., allowing multiple *k*-mers in the same gene).

For example, Ovu-Let-7 has 77 8-mer MREs detected in 74 genes of *O. vulgaris*. On the basis of coexpression information (we considered miRNA and mRNA “coexpressed” if they have been recovered at 100 and 10 counts per million, respectively, in any of the tissues in the dataset) and conservation, those hits have been divided into four categories:

**Table:** 

	Conservation of an orthologous site in 3′UTR in *O. bimaculoides*	
mRNA:miRNA codetection	Mismatches	Exact match
No codetection	4 sites (4 genes)	5 sites (4 genes)
Codetection	29 sites (27 genes)	39 sites (39 genes)

Then, the conservation score for Ovu-Let-7 would be 39 / (39 + 29) = 0.574 for a subset of cases where mRNA:miRNA pairs are codetected and 5 / (5 + 4) = 0.556 for the cases where they are not (vis data file S3 for counts for all miRNAs). For the Fig. 5B, these values have been converted to the *Z* scores by subtracting the mean and dividing by the standard deviation of conservation values. The list of the all conserved 8-mer sites is available as data file S3. We note that the list greatly underestimates the number of target sites present in the genome because of suboptimal 3′UTR annotation and difficulty of aligning noncoding sequences (i.e., only about 8000 one-to-one ortholog 3′UTRs that could have been aligned out of potentially ~20,000 genes present in either genome). Control 8-mers have been obtained by dinucleotide permutation of MRE 8-mers and selecting the sequences ending in adenosine (to match trailing adenosine in 8-mer MREs).

### One-off MRE conservation

The conservation rates of 8-mers potentially convertible to MREs via a single editing event (one-off MREs) were compared to the conservation rates of control 8-mers with a similar dinucleotide composition obtained by reshuffling as well as 8-mers convertible to MREs via G-to-A substitution.

### Editing of MREs and one-off MREs

To determine whether ADAR is targeting putative MREs and one-off MREs, all such 8-mers conserved between two octopus species have been intersected with A-to-I editing events identified previously. To ensure that the absence of observed editing is not a result of a missing data, only 8-mers with a total RNA-seq coverage of more than 10 mapping reads have been considered.

## Supplementary Materials

### This PDF file includes:

Supplementary Text Figs. S1 to S8 References

## Notes

View/request a protocol for this paper from *Bio-protocol*.

How the deposited data were processed for this re-analysis (not part of the article)

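The study sequenced 18 adult tissues of O. vulgaris, 9 neuronal and 9 non-neuronal, with 1 library per tissue and assay. Small RNA was sequenced with the TruSeq and the SMARTer kit (36 libraries), poly(A)+ RNA and total RNA with 17 libraries each, FLAM-seq with 8 libraries and Iso-Seq with 7, the last 2 from single tissues or pools. Libraries are not linked to animals, so tissues are the samples of each class.

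The miRNA values are RPM: the authors quantified mature miRNAs with miRDeep2 and normalized each library, and the deposited columns have the same sum over 191 entries. The table also holds 36 whole-number columns with no library name, which were not assigned to samples. The total RNA table has 2 columns of libraries outside the sample list, also unused. The mRNA values are raw counts per gene: the authors aligned reads with STAR and counted them with featureCounts over whole gene spans of the O. sinensis annotation, as the headers of the deposited files show, with opposite strand settings for poly(A) and total RNA. The FLAM-seq files, as deposited, give length and sequence of each tail of at least 10 nt found by the authors' pipeline. The Iso-Seq files, as deposited, hold transcript models that the authors collapsed after alignment with minimap2 2.17-r941.

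Each miRNA gene was represented by its entry with the larger total. Neuronal and non-neuronal tissues were compared with limma 3.58.1 (trend) on log2 RPM with a pseudocount of 1 after TMM scaling (factors 0.220 to 2.93), over genes with at least 1 RPM in at least 3 libraries. A count model had been planned, but the columns with library names hold RPM, so this test took its place. Lists were tested with camera (preset correlation 0.01, and an estimated correlation) and fry. The mRNA counts were compared with edgeR 4.0.16 (quasi-likelihood, TMM), over genes with at least 1 CPM in at least 3 libraries, and with DESeq2 1.42.0 as an alternative. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Single values per tissue were compared with exact permutation tests over all 48620 splits of the tissues (24310 for poly(A) RNA). Other steps used R 4.3.3, Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

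The number of miRNA reads per library was estimated from the smallest step between RPM values. As sorted lists, the estimates differ from the sums of the unnamed whole-number columns by at most 0.123%. In 14 entries the values equal those of another entry, since reads of identical mature sequences are counted for each. At the smallest TruSeq depth, 0.332 M reads, 1 read is 3.01 RPM, which limits what can be seen of rare miRNAs. The share captured at this depth is an expected value and not a random draw.

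The miRNA test was tested on simulated data: of 30 genes changed by 3 on the log2 scale among 158, 93.8% were recovered, and 0.997% of unchanged genes were called. The simulated spread per gene was capped, its noise was independent between genes, and changed genes were drawn from the more abundant ones. As many genes were raised as lowered, and they were a smaller share than the calls in the real data (47 higher and 43 lower of 153). False calls from scaling where so many genes change were therefore not measured. Real genes can vary more, such as Mir-31 (standard error of the log2 fold change 1.65), and recovery of such genes was not measured. In simulated poly(A) counts, 9% of genes changed by 2 and 59% of those changed by 4 were recovered, with 1.45% of calls unchanged, and in simulated total RNA counts 34% and 80%, with 3.39%.

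The comparisons, tests, gene lists and most alternatives were chosen before the data were examined. The alternatives were the other kit, both kits together, no TMM, other size factors, no filter, the sum of both arms, other pseudocounts and limits, tissues left out one at a time, optic gland or retina left out, the other RNA selection, equal depth, multi-exon models and the mean in place of the median. Median-of-ratios scaling, the fits over both kits, the pseudocounts 0.1 and 10 in the test, the estimated correlation, the fits without the pair of shallowest libraries (miRNA and poly(A) RNA) or without vertical lobe and visceral ganglion (poly(A) RNA), and the repeats of lists, Table S5 families and named genes under other settings were added after the data were seen.

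Genes named in the text follow a rule: all of Table S5, miRNAs named in the paper, those of Table S4, and among younger and named families the 6 largest increases and decreases that passed and go the same way with the SMARTer kit, plus the 3 most abundant younger genes. For mRNA the rule takes up to 4 members per list that passed and go the same way in total RNA, all ADAR and miRNA machinery members and the 10 largest changes in each direction among genes with a human symbol. The values of Tables S4 and S5 had been seen. Younger miRNA genes carry provisional names in the table and are given by rank. Genes named outside this rule were chosen after their values were seen.

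Human symbols come from the part of data file S3 at hand (1119 genes), the paper's list of conserved miRNA target sites. The mRNA lists are therefore incomplete and selected for such sites, and were counted and not tested as sets. Tail length per gene and 3′ UTR length were left out, since the FLAM-seq files hold no gene or position. Developmental stages and other species were left out, since no files of theirs are in this series.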

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

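Of 84 groups of tissues, 11 held a tissue far from the rest of its group, by the gap to the next tissue over the whole range. Chance alone would give about 4.2 if the groups were independent and their values normal. Some groups share their values, such as those of Mir-184-P26 and Mir-184-P27, and normality was not checked, so 4.2 is a rough guide only. A signal in a library that the paper's main text does not discuss, the pool of other tissues, is added to the 11 (the Supplementary Text was not at hand). The tests of the second sequencing run, of a swap between a pair of labels and of another tissue under a label were chosen only after the result was seen.

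Guanosine made up 0.524% of tail bases in the pool of other tissues, and apart from testis the next library, the axial nerve cord, held 0.0672%. Since the axial nerve cord shares its sequencing run with testis, its 0.0672% argues against the run as the source of the testis guanosines. Guanosine left from the 3′ anchor would gather at an end of the tail, but at most 7.49% of testis guanosines lie in the 5 bases at either end. In the pool, the median length of tails with guanosine minus that of tails without was -27 nt, so testis RNA, which Table S1 lists in the pool, is a candidate source, and the tails with guanosine would amount to 18.0% of pool reads from testis. A property of testis mRNA stays open as a hypothesis, with a single testis library.

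The poly(A) libraries labelled vertical lobe and skin lay far from total RNA of their tissues, with correlations of -0.353 (next neuronal tissue, visceral ganglion, 0.304) and 0.0850 (next non-neuronal tissue, suckers tip, 0.644), and total RNA labelled skin had the lowest median Spearman correlation with the other total RNA libraries among non-neuronal tissues, 0.523 (next, white body, 0.661). Total RNA counted on the wrong strand is argued against, since the correlation with an overlapping gene of the other strand minus that with the gene itself had a median of -0.872 over 16 tissues. A swap of the poly(A) labels vertical lobe and visceral ganglion with each other is argued against by a correlation of -0.232 of the former with total RNA of the latter. The other side of such a swap does hold: the poly(A) library labelled visceral ganglion had a correlation of 0.709 with total RNA of the vertical lobe, against 0.304 with its own tissue. The source of that library stays open. Another tissue than the label says remains a candidate explanation for the poly(A) library labelled vertical lobe, with a median of 0.77 (log2 CPM) over the 34 neuronal genes and 6.04 over 48 genes that mark the central heart in total RNA, which the frontal lobe (5.33) and the retina (5.19) also hold at high levels. For total RNA labelled skin, background in proportion to gene length, as genomic DNA would give, remains a candidate explanation, with a Spearman correlation of counts with gene length of 0.911 (next non-neuronal tissue, suckers tip, 0.793). No biological explanation was tested, and a difference between the pieces of tissue used for each library stays open.

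The other values far from their group are given without an explanation, except that repeated counts enter the small RNA depth of the optic lobe. The optic lobe had the highest depth among neuronal tissues in poly(A) RNA (121.1 M counts, next optic gland with 19.6 M). It also had the highest in TruSeq small RNA (40.3 M estimated reads, next vertical lobe with 22.4 M). Reads of paralogs counted again made up 41.4% of that small RNA library. With each read counted once, the optic lobe held 23.6 M and the vertical lobe 17.75 M, so repeated counts account for part of this gap. Whether the optic lobe would still be flagged on such reads was not tested. In poly(A) RNA, testis had the lowest median Spearman correlation with the other libraries among non-neuronal tissues (0.496, next suckers tip with 0.638). Let-7 was lowest in the white body among non-neuronal tissues (13.65 in log2 RPM, next intestine with 14.81). Among neuronal tissues, Mir-137 was lowest in the vertical lobe (5.72, next optic lobe with 7.59), Mir-278 highest in the stellate ganglion (9.30, next frontal lobe with 4.75) and Mir-29-P2 highest in the vertical lobe (11.90, next axial nerve cord with 9.11).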

How the results depend on the processing

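The alternatives added after the data were seen are those listed as such in the processing summary. Of 234 alternatives over 18 results, 231 kept the direction and the side of the threshold, or for a count stayed within 1.5 times. The mean ratio of younger genes was judged by another rule, a move of less than its SD over genes (75.4 around a mean of 27.7). That limit is so wide that its 23 alternatives, from 20.45 to 33.79, could hardly fail it. With the SMARTer libraries 24 genes of named families were called in place of 45, and with an estimated correlation 1 of 7 miRNA lists passed in place of 3, and the cause was not tested. With equal numbers of models per library the sum of full-length models was 197008, lower by construction. Over all alternatives, 81 to 106 miRNA genes were called, 39 to 65 of them younger, 2148 to 4045 genes in poly(A) RNA and 3467 to 5812 in total RNA. The difference in the share of reads from younger miRNA genes ranged from 4.71 to 11.0 points (highest exact permutation p = 0.042) and their number with a neuronal maximum from 52 to 74. SMARTer libraries, with as few as 0.00941 M reads, limit what can be said of rare miRNAs. The limit of 10 nt removes no tail. Count models of miRNA were not run, since the unit is RPM, and tail alternatives per gene were not run, since the files hold no gene.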

Differences from the paper's values

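The paper gives an average neuronal to non-neuronal ratio of 13 for its coleoid miRNAs, and the mean here is 27.7 over 70 younger miRNA genes, a wider group than the paper's. None of the alternatives set before the data were examined comes within 1.5 times of it (20.45 to 33.79). Both ends are means over fewer genes, since those with no non-neuronal value drop out (2 without the intestine and 13 with SMARTer). Over all 70 genes the geometric mean is 9.30 and the median 6.70. The paper states that 53.6% of these miRNAs were captured in the suckers tip and 57% in the pedunculate and olfactory lobe, and the values here are 98.9% and 97.8% of the 93 younger genes with at least 1 read. With the SMARTer libraries alone (52.7% and 83.9%) and at the smallest TruSeq depth (72.6% and 83.9%) both lie within 1.5 times of the paper's, and with at least 10 reads (84.9% and 91.4%) or TruSeq alone (97.8% and 97.8%) they do not. The main text of the paper gives no read minimum for a captured miRNA, and its Supplementary Text was not at hand. The paper gives a coverage of 30 M reads for the pedunculate and olfactory lobe, and the raw reads of its Table S1 sum to 19.8 M over both kits. For the suckers tip it gives 50 M and the sum is 34.7 M, which is also lower but within 1.5 times. Neither value has an alternative.

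The paper ranks the suckers tip as the non-neuronal tissue with the highest coverage and the pedunculate and olfactory lobe as the neuronal tissue with the lowest. By the sums of Table S1 the highest non-neuronal tissue is the testis (54.9 M against 34.7 M in the suckers tip) and the lowest neuronal tissue is the frontal lobe (10.0 M). By estimated miRNA reads over both kits the suckers tip is the highest non-neuronal tissue (18.4 M, testis 0.829 M), as in the paper, and the frontal lobe is again the lowest neuronal one (6.21 M against 19.88 M in the pedunculate and olfactory lobe). The paper has more of these miRNAs captured in the pedunculate and olfactory lobe than in the suckers tip, while with at least 1 read in both kits the order here is the opposite. With at least 10 reads, with the SMARTer libraries and at equal depth the order is that of the paper.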

Other observations

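In mRNA, genes of neuronal function were among those higher in neuronal tissues. The gene lists hold only genes with a human symbol, taken from the paper's list of conserved miRNA target sites. They are a selected set and do not describe whole gene families. In this part, median-of-ratios scaling, the repeat of named genes and lists in total RNA, adjustment over the list alone and the fits without a pair of tissues were chosen only after the data were seen. In poly(A) RNA, 1388 genes were higher and 1564 lower in neuronal tissues (13983 tested, adjusted p under 0.05 from edgeR), and in total RNA 1873 and 2590 (18243 tested). Without TMM the counts are 2674 and 1371 in poly(A) RNA, so the balance of directions there depends on the scaling, and 1330 and 2329 in total RNA. Of 2898 genes called in poly(A) RNA and tested in both, 2777 (95.8%) had the same sign in total RNA and 1781 were called there too. Over all 13810 genes tested in both, called or not, the Spearman correlation of the log2 fold changes was 0.742. The sets share 16 tissues, so total RNA is a repeat and not independent evidence. Without the library labelled vertical lobe, 1631 genes were higher and 1742 lower in poly(A) RNA, and without it and the one labelled visceral ganglion 1233 and 1452. All 3 protocadherins with a human symbol were higher in poly(A) RNA, the largest a PCDHGA11 gene with a log2 fold change of 4.82 (adjusted p = 0.016 from edgeR), which had a smaller increase in total RNA and did not pass there (adjusted p = 0.29 from edgeR). Of 23 C2H2 zinc finger genes 6 were higher, none lower and 17 did not pass. Of 7 voltage-gated channels 2 were higher, KCND1 (log2 fold change 5.78, standard error 1.05, adjusted p = 0.0034 from edgeR) and KCNH7 (4.39), as were 2 of 3 synaptic vesicle genes, SYNGR2 (2.18) and SYP (1.87), and the RNA-binding ELAVL4 (adjusted p = 0.036 from edgeR), while NLGN4X was lower (-4.87) with its maximum in the testis. The RNA editing enzyme ADARB1 did not pass (1.09, adjusted p = 0.13 from edgeR), and neither did DROSHA (0.51) and DGCR8 (0.86), while AGO2 was lower (-1.66). Lower genes of other lists were CHIA (-7.25, maximum in the hepatopancreas) and NPEPPS (-2.03) among 7 digestive genes, CFAP58 (-6.01, carried by its maximum of 99.1 CPM in the testis) among 6 of sperm and cilia, where CFAP410 was higher (1.00), and CCNB1 (-4.44) of 2 proliferation genes. In total RNA, which lacks the testis, CFAP58 did not pass (-0.99, adjusted p = 0.23 from edgeR), nor did AGO2, NPEPPS and the zinc finger genes ZNF511, ZKSCAN8 and ZNF91. No member passed in poly(A) RNA among 3 neurotransmitter receptors, 3 of transmitter synthesis, 5 of muscle, 2 each of photoreceptor, skin, blood, matrix, glia and stress, though without the library labelled vertical lobe TPH1 of transmitter synthesis (adjusted p = 0.032 from edgeR) and SLC1A3 of glia (adjusted p = 0.043 from edgeR) passed, as did the channel KCNQ1. In total RNA, SLC1A3, SLC17A7, SYT17, EFNB2, CACNB2, KCNA1, CACNA1C, ZNF470 and ZNF782 were higher and both PLA2G15 genes lower, none of which passed in poly(A) RNA. The other 3 lists (neuropeptides, germline and ribosomal proteins) had no member tested. Over the lists, 15 of 82 members were higher and 6 lower (20 and 6 when adjusted over the list alone).

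Of 1102 genes with a human symbol tested, 111 were higher and 71 lower. The largest increases were TFAP2E (6.49), MB (6.21), KCND1 (5.78), NRSN1 (5.24), CNGA3 (5.19), GPR139 (5.09), MME (4.84), C1QTNF7 (4.84), PCDHGA11 (4.82) and SSTR2 (4.42), and the largest decreases CHST14 (-8.08), CHIA (-7.25), CFAP58 (-6.01), PEF1 (-5.24), DEGS2 (-5.13), FBXO43 (-4.94), NLGN4X (-4.87), UGP2 (-4.81), CCDC125 (-4.54) and MELTF (-4.51). All 20 passed without the library labelled vertical lobe and 15 in total RNA. Table S4 of the paper lists 5 miRNAs edited above 1%. The one with the highest share, the 5p entry of Mir-216-P2k (4.83% in that table), had its maximum in the hepatopancreas (9714 RPM). Mir-8 (2.12%) peaked in the intestine, Mir-29-P1 (3.01%) in the axial nerve cord, Mir-29-P2 (1.36%) in the vertical lobe and the younger one (1.53%) in the optic gland.

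Higher younger miRNA genes in neuronal tissues were weighed against 3 technical explanations. Read depth was tested on capture only, where a difference of 18.77 points remained at equal depth. That does not test depth as a cause of the fold changes, which stays open. A few miRNAs taking most of the reads would raise the count without a correction for composition, and it was 61 without one, 41 with TMM and 44 with median-of-ratios scaling, which argues against this as the whole cause but not as part of it. A source in the TruSeq kit alone is argued against by 100% of the 39 called genes measured with SMARTer being positive there. Since 91.9% of all younger genes were positive there, called or not, this hardly singles out the called ones. Non-neuronal libraries were the shallower ones with both kits (medians of 0.0911 against 0.267 M reads with SMARTer). The agreement between kits therefore does not separate the pattern from depth. A role in neuronal tissues may underlie the pattern, as a hypothesis drawn from these data that was not tested, and the cell makeup of the tissues was not tested.

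Other splits of the libraries into groups of these sizes were drawn 100 times, the real one included. For miRNA the real split called 90 genes, 45 of them younger and 45 of named families. The highest of the others called 14, 9 and 5. So 1 of 100 splits, the real one, reached each value, the smallest share that the test can give. Related tissues lie within a class, such as optic lobe with pedunculate and olfactory lobe (Spearman correlation 0.976), and other splits can part them. The calls therefore follow a structure of the tissues, and the test cannot exclude chance. In poly(A) RNA the real split called 2952 against at most 697 and in total RNA 4463 against at most 3954, again with 1 of 100 splits as large. The 2 highest other splits in total RNA both gather the 6 libraries whose counts follow gene length most (Spearman correlation from 0.762 in the frontal lobe to 0.911 in the skin), which points to a structure of these samples besides the tissue class, and how far it adds to the real count was not tested.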
